# Transcriptomic analysis of the stationary phase response regulator SpdR in *Caulobacter crescentus*

**DOI:** 10.1186/s12866-016-0682-y

**Published:** 2016-04-12

**Authors:** Carolina A. P. T. da Silva, Rogério F. Lourenço, Ricardo R. Mazzon, Rodolfo A. Ribeiro, Marilis V. Marques

**Keywords:** Stationary phase, Transcriptional regulation, Two-component system, *Caulobacter*

## Abstract

**Background:**

As bacterial cells enter stationary phase, they adjust their growth rate to comply with nutrient restriction and acquire increased resistance to several stresses. These events are regulated by controlling gene expression at this phase, changing the mode of exponential growth into that of growth arrest, and increasing the expression of proteins involved in stress resistance. The two-component system SpdR/SpdS is required for the activation of transcription of the *Caulobacter crescentus cspD* gene at the onset of stationary phase.

**Results:**

In this work, we showed that both SpdR and SpdS are also induced upon entry into stationary phase, and this induction is partly mediated by ppGpp and it is not auto-regulated. Global transcriptional analysis at early stationary phase of a *spdR* null mutant strain compared to the wild type strain was carried out by DNA microarray. Twenty-three genes showed at least twofold decreased expression in the *spdR* deletion mutant strain relative to its parental strain, including *cspD*, while five genes showed increased expression in the mutant. The expression of a set of nine genes was evaluated by quantitative real time PCR, validating the microarray data, and indicating an important role for SpdR at stationary phase. Several of the differentially expressed genes can be involved in modulating gene expression, including four transcriptional regulators, and the RNA regulatory protein Hfq. The ribosomal proteins NusE and NusG, which also have additional regulatory functions in transcription and translation, were also downregulated in the *spdR* mutant, as well as the ParE1 toxin. The purified SpdR protein was shown to bind to the regulatory region of CC0517 by Electrophoretic Mobility Shift Assay, and the SpdR-regulated gene CC0731 was shown to be expressed at a lower level in the null *cspD* mutant, suggesting that at least part of the effect of SpdR on the expression of this gene is indirect.

**Conclusions:**

The results indicate that SpdR regulates several genes encoding proteins of regulatory function, which in turn may be required for the expression of other genes important for the transition to stationary phase.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-016-0682-y) contains supplementary material, which is available to authorized users.

## Background

The fundamental characteristic of bacterial cells is the ability to regulate their growth in response to environmental changes. The stationary phase in bacteria is characterized by growth arrest in response to several external factors, such as nutrient starvation, accumulation of toxic compounds and environmental stresses. Bacteria utilize varied mechanisms for coping with these situations, but the main effect is the decrease of ribosome activity, resulting in a great reduction in protein synthesis. In order to maintain viability during growth arrest, cells need to reorganize their metabolism, using several regulatory factors to define new protein expression profiles. Proteins produced by cells at the onset of stationary phase are involved in their survival through long periods of nutrient starvation, maintaining only essential cellular functions [1, 2]. In addition, cells acquire greater resistance to stress conditions, including cold shock, oxidative stress and osmotic variations [3].

Changes in gene expression during the transition from exponential to stationary phase respond primarily to the nutritional status of the cell. In Enterobacteria, where response to stationary phase has been well characterized, the major global regulator of this response is the alternative sigma factor σ^S^, which directs transcription of genes involved in stress response, as well as metabolic functions and uptake and metabolism of amino acids, sugars and metals [4]. Transcriptional response to stationary phase is also mediated by the signaling molecule guanosine tetraphosphate (ppGpp), which binds to RNA polymerase core, destabilizing its association to strong promoters of rDNA genes and therefore releasing the core enzyme for transcription of specific genes [5].

*Caulobacter crescentus* is an alphaproteobacterium that grows in low-nutrient aquatic environments [6]. After entry into stationary phase, the majority of *C. crescentus* cells stays in the predivisional-stage and gradually acquires a helicoidal, elongated morphology, with increased stress resistance compared to exponentially growing cells [7]. Transcriptional response and gene regulation during stationary phase is still poorly documented in *C. crescentus*. Currently, three alternative extracytoplasmic function sigma factors, namely σ^F^, σ^T^, and σ^U^, are known to mediate the bacterial response to stationary phase [8, 9]. Noticeably, σ^T^ has been proposed to be the master regulator of general stress response in *C. crescentus*, therefore playing analogous function of *E. coli* σ^S^ [9, 10]. Furthermore, some small regulatory RNAs are induced in stationary phase by nutrient starvation, suggesting that the regulatory network that controls gene expression in this phase is much more complex [11]. Likewise, the contribution of specific stationary phase-induced genes for *C. crescentus* adaptation to this growth phase is largely unknown, being mostly limited to *katG*, which encodes a catalase-peroxidase, *cspC* and *cspD,* coding for cold shock proteins [12–16]. *cspD* encodes a protein of the Cold Shock family containing two Cold Shock Domains, which is induced upon entry into stationary phase [14]. The Cold Shock Domain is composed of two RNP1 sequence motifs that were demonstrated to bind nucleic acids [17]. The CspD protein was implicated in repressing DNA replication in *E. coli* [18] and it is regulated both transcriptionally [19] and by proteolysis [20] in this bacterium.

Previously, the response regulator SpdR belonging to the two-component system SpdR/SpdS was characterized in *C. crescentus* by its ability to directly bind the promoter region of the *cspD* gene and activate its transcription at stationary phase [21]. A conserved aspartic acid residue at position 64 of SpdR is essential for SpdR binding to the *cspD* promoter, and it was proposed to be the site of phosphorylation by its cognate histidine kinase SpdS. SpdS possesses a transmembrane segment that separates an extracytoplasmic sensor domain from the cytoplasmic autophosphorylation/phosphate transfer domain. In this work, we have characterized the SpdR regulon, providing a start point for understanding how this regulator mediates the adaptation to stationary phase in *C. crescentus.* We demonstrate that SpdR and SpdS are induced upon entry into stationary phase, and that several genes regulated by this two-component system are involved in adjusting the overall gene expression rate to ensure adaptation to this phase.

## Methods

### Bacterial strains and growth conditions

*C. crescentus* and *E. coli* strains, as well as the plasmids utilized in this work, are listed in Table S1 (Additional file 1). *C. crescentus* NA1000 and derived strains were grown at 30 °C in PYE or M2 medium [22]. The media were supplemented with tetracycline (1 μg/ml) for growing strains harboring pRK*lacZ*290 and kanamycin (5 μg/ml) for strains harboring pNPTS138. *Escherichia coli* DH5α and BL-21 were used for cloning procedures and protein expression, respectively, and were grown at 37 °C in Luria-Bertani medium [23] supplemented with ampicillin (100 μg/ml), tetracycline (12.5 μg/ml) and kanamycin (50 μg/ml) as needed. None of the bacterial strains used in this study required ethical approval to use.

### Heterologous expression of His-SpdR and mouse immunization

The coding region (558 bp) of the *spdR* gene was amplified by PCR using oligonucleotides REG-1 and REG-2. The resulting fragment was cloned in vector pET28a in order to express the SpdR protein with a histidine tag (His_6_-SpdR) in *E. coli* BL-21, and protein expression was induced at 37 °C in the presence of 300 μM IPTG. Purification of His_6_-SpdR was carried out using a Ni-affinity column chromatography according to the manufacturer’s instructions (Qiagen).

Ten 6-week-old male SPF Balb/c mice were kept five animals/isolator in a free water and food regimen, in a 12 h light/dark cycle, with room temperature at 22 °C. The mice were immunized with four weekly injections of 20 μg purified His_6_-SpdR and 50 μl Freund’s adjuvant in a total of 100 μl each injection, during 4 weeks. The first immunization was subcutaneous and contained Freund’s complete adjuvant, and the subsequent immunizations were intraperitoneal and contained Freund’s incomplete adjuvant. One week after the last immunization, animals were anesthetized with 80 mg/kg ketamine and 10 mg/kg xilazin (União Química Farmacêutica, Brazil), and blood was collected by cardiac puncture. Immune sera of 10/10 animals were combined, and tested for specificity in immunoblots. All procedures were approved by the Biomedical Sciences Institute Ethics Committee (Protocol Register 037), and follow the Ethical Principles for Animal Experimentation of the Brazilian Society of Laboratory Animals Science. This work adheres to ARRIVE guidelines (Additional file 2).

### Immunoblots

*C. crescentus* strains NA1000 and ∆*spdR* were grown at 30 °C in PYE medium and proteins were extracted both at exponential (OD_600_ = 0.5) and stationary (24 h) phases. Aliquots (1 ml) were centrifuged for 5 min and cells were suspended in Laemmli’s sample buffer. The volume of buffer was calculated according to the optical density of cultures to ensure similar protein concentrations. Proteins were separated in 15 % SDS-polyacrylamide gels, using PAGE Ruler Prestained Protein Ladder (Fermentas) as molecular weight marker. After electrophoresis, proteins were transferred to nitrocellulose filters and immunoblots were carried out as previously described [24]. Briefly, nitrocellulose filters were incubated with mild agitation for 1 h in TBS (10 mM Tris-Cl pH 8.0, 150 mM NaCl) containing 5 % nonfat milk, and then incubated for approximately 16 h with diluted anti-serum (1:50) in TBSTT (TBS with 0.03 % Tween 20, 0.02 % Triton X-100). Filters were incubated for 2 h at room temperature with anti-mouse antibody conjugated with alkaline phosphatase (Sigma), diluted 1:5000 in TBS, followed by color development with 0.5 mg/ml NBT and 0.15 mg/ml BCIP in alkaline phosphate buffer (100 mM Tris-Cl pH 9.5, 5 mM MgCl_2_, 100 mM NaCl).

### Construction of vector pCA60 and analysis of *spdS* promoter activity

A PCR using oligonucleotides AUTO-1 and HIST-1 was carried out to amplify a 400 bp fragment (from −1 to −400 relative to the annotated translational start site of *spdS*). The fragment was cloned into vector pRK*lacZ*290 previously digested with enzymes EcoRI and BamHI and the resulting construction (pCA60) was introduced into *E. coli* S17-1 by electroporation, and transferred by conjugation to *C. crescentus* strains NA1000, Δ*spdR* and Δ*spoT*.

Cultures containing plasmid pCA60 were diluted to an OD_600_ = 0.1 and promoter activity was assessed by β-galactosidase activity assays [25] in both exponential (OD_600_ = 0.5) and stationary phases (OD_600_ = 1.2–1.3, 24 h after dilution). All experiments were performed in duplicates from three biological replicates.

### DNA microarrays

Cultures of both the parental NA1000 and Δ*spdR* strains were grown up to early stationary phase (24 h growth, OD_600_ = 1.2–1.3) in PYE medium. Total RNA was extracted from 10 ml-cultures with Trizol reagent (Invitrogen) as instructed by the manufacturer. RNA was quantified with NanoDrop 2000 (Thermo Scientific) and 50 μg of each sample were treated with 25 units of DNAse I (Fermentas). Absence of DNA was confirmed by PCR. cDNA was generated with the FairPlay III Microarray Labeling Kit (Agilent Technologies), and 24 μg of each sample were purified and precipitated. The Cy3 (Q13108, GE Healthcare) and Cy5 (Q15108, GE Healthcare) Monofunctional Reactive Dyes were used to label NA1000 and Δ*spdR* samples, respectively. Fluorophores coupling to cDNA was performed in the buffer supplied by the manufacturer, and labeled and purified cDNAs were quantified with NanoDrop 2000.

Each hybridization reaction (NA1000 x Δ*spdR*) was mounted on 4x44K microarray slides customized for *Caulobacter* (Agilent Technologies), with the same amount of cDNA for each sample, and slides were incubated for 24 h at 65 °C and 10 rpm. Fluorescence on slides was scanned using the SureScan Microarray Scanner (Agilent Technologies), and values of relative expression were obtained through the Feature Extraction Software (Agilent Technologies). The customized slides for *Caulobacter* include oligonucleotides that hybridize with non-coding regions of the genome; since only coding regions were of our interest in this work, we analyzed only the four last oligonucleotides of a given ORF, which mapped inside the open reading frame. In order to be considered down- or upregulated, a gene must have displayed at least three out of the four last oligonucleotides with Cy5/Cy3 ratio values (mutant/NA1000) below 0.5 (downregulated) or above 2 (upregulated) in at least three out of the four biological replicates. Cy5/Cy3 ratio values from the last four oligonucleotides of all replicates were averaged.

### Quantitative RT-PCR (qRT-PCR)

Stationary phase RNA samples (12 μg) of strains NA1000 and Δ*spdR* were treated with six units of DNAse I (Fermentas), and approximately 3 μg were used as template for cDNA synthesis. Real-time PCR was performed using 50 ng cDNA, 0.1 μM oligonucleotides specific for each gene, and the Maxima SYBR Green/ROX qPCR Master Mix (Fermentas). Fluorescence emitted was analyzed with the 7500 System SDS Software v.1.2.2 (Applied Biosystems). All oligonucleotides used for this analysis (Additional file 1: Table S1) were designed with the Primer-BLAST software [26] and displayed equivalent amplification efficiency. The 2^-ΔΔCT^ method [27, 28] was utilized to calculate relative expression of genes, with ORF CC3098 as normalizer.

### Identification of possible regulatory sequences

Genes identified in the microarray experiments were analyzed in a search for a putative SpdR-binding motif using the “DNA-pattern” module of RSAT (Regulatory Sequence Analysis Tools, available at http://www.rsat.eu/) [29]. The sequence CTGCGAC-N_5_-GTCGCGG, previously found to be directly recognized by SpdR [21], and the sequences better matching to a perfect palindromic motif (CTGCGAC-N_5_-GTCGCAG and CCGCGAC-N_5_-GTCGCGG) were utilized as template and up to two substitutions were allowed.

### Electrophoretic Mobility Shift Assays (EMSA)

Promoter regions of genes CC0517 and CC1746 were amplified by PCR with the oligonucleotide pairs SHIFT CC0517 Forward/Reverse and SHIFT CC1746 Forward/Reverse respectively. Probes were end-labeled with 20 μCi [γ-^32^P] ATP using T4 polynucleotide kinase (Invitrogen), and DNA-binding reactions were performed in a volume of 30 μl containing 0, 25, 50, 100, 250 or 500 nM purified SpdR protein. In competition assays, a 30x excess of unlabeled specific fragment (specific competitor) was added to the labeled specific fragment; in another reaction, a 30x excess of an unlabeled fragment containing the *cspD* coding region (non-specific competitor) was used together with the labeled specific fragment. Both reactions were carried out with 50 nM purified SpdR. After incubation at 30 °C for 30 min, samples were run in a 5 % polyacrylamide gel in 0.5X TBE buffer, the gel was subsequently dried and exposed to an X-ray film.

### Construction of the mutant strains

For obtaining a ΔCC0517 mutant strain, the flanking regions of gene CC0517 were amplified by PCR using the oligonucleotide pairs HIP-1/HIP-2 and HIP-3/HIP-4, and for the Δ*spdR* mutant, the flanking regions of gene CC0247 were amplified by PCR using pairs RR1/RR2 and RR3/RR4. The respective fragments were cloned *in tandem* into pNPTS138, a suicide vector in *C. crescentus*, and the resulting recombinant plasmids were introduced into *E. coli* S17-1 and subsequently in *C. crescentus* NA1000 by conjugation, generating strains MM80 (Δ*CC0517*) and MM85 (Δ*spdR*) after double recombination.

### Statistical methods

Statistical analysis was performed using Students’ *T*-test, and p values <0.05 were considered significant.

## Results and discussion

### SpdR and SpdS induction at stationary phase

As the SpdR-regulated gene *cspD* is induced following *C. crescentus* entry into stationary phase [21], we firstly investigated whether this induction is consequence of an increase in expression of its regulatory protein SpdR at the same growth phase. A polyclonal antiserum raised in mice against His-SpdR was able to recognize the protein in immunoblots. According to immunoblotting assays with the anti-SpdR serum, the levels of SpdR in exponentially growing cells are virtually undetected, but increase dramatically at stationary phase (Fig. 1a). The control lanes show that the protein was absent in the *spdR* deletion strain. As *spdR* and its cognate histidine kinase gene *spdS* were described as not belonging to the same transcriptional unit [30], we further measured *spdS* expression by assaying the promoter activity of the region upstream of *spdS* in a *lacZ* transcriptional fusion. According to this analysis, *spdS* expression also increases during stationary phase, and this induction was found to be independent of SpdR, since the difference observed was not statistically significant (Fig. 1b). Nonetheless, *spdS* induction is partially compromised in a *spoT* null mutant relative to the parental strain, indicating that ppGpp plays a role in regulating this gene, as observed previously for the *spdR* gene [21].

**Fig. 1:**
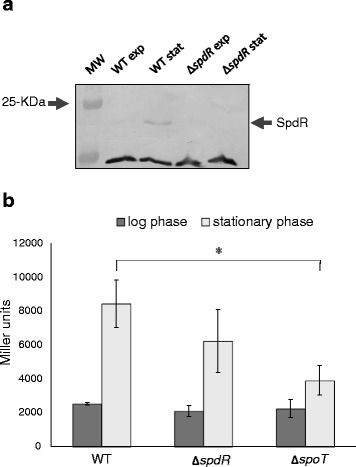
Analysis of SpdR and SpdS expression at stationary phase. **a** Total proteins from NA1000 and *spdR* mutant strains were extracted in exponential phase (exp) and stationary phase (stat) in PYE medium and separated by a 12 % SDS-PAGE. Following protein transfer to a nitrocellulose filter, an immunoblot assay was carried out with anti-SpdR anti-serum (1:500), identifying the 21-kDa band corresponding to SpdR. The 25-kDa band of the prestained Molecular Weight marker (MW) is indicated. A non-specific band recognized by the antiserum is shown to allow assessment of the protein concentration in each lane. **b** The expression driven by the *spdS* promoter cloned upstream of the *lacZ* reporter gene was assessed by β-galactosidase activity assays, both in logarithmic and stationary phases. The reporter plasmid was introduced into the *C. crescentus* strains NA1000, MM85 (Δ*spdR*) and SP0200 (Δ*spoT*). Results are the means of three experiments, and bars indicate the respective standard errors. Asterisk indicates a statistical difference between the parental strain and ∆*spoT* strain at stationary phase (*p* < 0.01) as determined by Students’ *T*-test

Previous cDNA microarray studies revealed that SpdR expression varies in response to distinct cultivation conditions. Expression of *spdR* was higher in M2 medium supplemented with xylose in relation to PYE medium (2.33 fold higher) and M2 containing glucose (1.66 fold higher) [31]. It has also been observed that *spdR* is induced under conditions of carbon starvation [32] and that the SpdR/SpdS two-component system was induced under chromate and dichromate stress [33]. These reports and the results from this work suggest that *C. crescentus* SpdR acts on the regulation of target genes to respond to environmental clues that indicate nutrient starvation and stress.

The results indicate that *spdS* and *spdR* expression at stationary phase is a result of transcriptional regulation partly mediated by ppGpp, and *spdS* induction is not dependent on SpdR. Since this transduction system probably works by conveying a signal that results in the phosphorylation of SpdR and its activation, the increase in the concentration of these proteins should amplify the resulting effect on gene regulation.

### Determination of the SpdR regulon

With the aim of identifying additional genes to *cspD* under the control of SpdR, we compared the transcriptional profile of the wild type strain with that of the *spdR* deletion mutant by DNA microarray experiments. As SpdR is induced at stationary phase and is also necessary for the increase of expression of *cspD* that happens at this phase, the comparison was carried out with early stationary phase RNA samples. 

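RNA of the wild type NA1000 and of the spdR deletion mutant was taken 24 h after dilution in PYE medium, at an OD600 of 1.2 to 1.3, and compared on 4 two-colour arrays, each described as 1 biological replicate. The wild type was labelled with Cy3 and the mutant with Cy5 on every array, so that dye bias and strain are not separated by a dye swap. Replicates 1 and 2 were hybridised on slide 1 and replicates 3 and 4 on slide 2, and the slides were read with different versions of Feature Extraction. Each array holds 43979 oligonucleotides of 60 bases, with a median of 11 per gene placed in the direction of transcription. The deposited value of each oligonucleotide is the log10 ratio of Cy5 over Cy3 as Feature Extraction computed it, which was used here as it stands. Of the last 4 oligonucleotides of each of the 3755 genes, the first begins before the start codon in every gene and lies mostly upstream of it in 77.7% of them. The median signal over background was 17.1, 9.91, 19.3 and 15.6 in the wild type channel of replicates 1 to 4. It was 5.55, 8.36, 8.85 and 8.50 in the mutant channel. Between 92.1% and 98.1% of these oligonucleotides were well above background in a channel of an array. Feature Extraction flagged 1.43%, 2.39%, 18.8% and 10.3% of oligonucleotides as non-uniform or population outliers on replicates 1 to 4. The slides were read under different protocols, so that these shares are not strictly comparable. The number of arrays limits the precision of each ratio. Across genes, which are not independent replicates, the log2 ratios of the arrays of slide 1 correlated with a Pearson's r of 0.894 and those of slide 2 with an r of 0.864, against a mean r of 0.337 between an array of slide 1 and an array of slide 2. For this reason slide means and limma's adjusted p with the slide as a random block are given where the adjusted p of a single gene is printed. Ranges of adjusted p over the alternatives also cover the slide as a fixed term and each slide alone, the latter added after the data were seen. The error of these fits is only the spread between the 2 arrays of a slide. A low end of a range can come from them and does not measure the spread between slides.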

According to this analysis, expression of *spdR* itself, *cspD* and 22 additional genes were at least twofold lower in the *spdR* deletion mutant strain relative to its parental strain (Table 1). Additionally, this comparison showed that an *spdR* deletion increased the transcript levels of five genes, which have been predicted to encode mostly proteins of unknown function. 

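With the rule applied to each oligonucleotide, 38 of 3755 genes were lower in the mutant, and 21 of the 24 lower genes of Table 1 were among them. Of the 38, 28 also had a mean ratio below 0.5. The alternative that moved the count of 38 most within the planned settings was the demand that all 4 oligonucleotides pass on all 4 arrays, which left 4 genes, and with each array left out in turn the count was between 18 and 22. All 24 had a mean log2 ratio below 0 on all 4 arrays, with medians of -1.64 on slide 1 and -1.44 on slide 2. Apart from spdR, their mean ratios of mutant over wild type lay between 0.229 and 0.483. CC1387 (cspD) had a ratio of 0.344 ± 0.0756 (SD, n = 4 arrays), and its mean log2 ratio was -1.58 (limma adjusted p = 0.00823, lower on 4 of 4 arrays, and 0.0104 with the slide as a random block, 0.0584 without replicate 3, 8.99e-06 to 0.0588 over the alternatives), with slide means of -1.33 and -1.82. For CC0247 (spdR) the ratio over the last 4 oligonucleotides was 0.644 ± 0.0914 and the mean log2 ratio was -1.53. This mean covers unlike values, since the oligonucleotides at 13 to 72 and 64 to 123 of the reading frame had log2 ratios of -2.94 and -3.33, while those at -39 to 21 and 115 to 174 had 0.14 and 0.02. The oligonucleotide at 64 to 123 was well above background in the mutant channel on 2 of 4 arrays. CC0247, CC0260 and CC3268 did not pass the rule, with 2 oligonucleotides each below 0.5 on at least 3 arrays. By limma's test with Benjamini-Hochberg adjustment, 353 genes were lower and 86 of them at least 2-fold. With the slide as a random block 49 genes were lower, and without replicate 3 the count was 6. Many genes shared the adjusted p of 0.0584 without replicate 3, which the Benjamini-Hochberg adjustment gave them in common just above the threshold. All 29 genes of Table 1 passed limma's threshold over all genes and 29 when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. With the slide as a random block 28 passed over all genes, as the adjusted p of CC0679 went from 0.0159 to 0.0562 (mean log2 ratio -1.55, slide means -1.23 and -1.86, lower on 4 of 4 arrays, 1.41e-04 to 0.0954 over the alternatives). Without replicate 3, 8 of them passed over all genes. The paper takes genes with a ratio past its limits as differentially expressed between the strains, and from the regulatory genes among them it proposes that SpdR controls part of the list indirectly. Its other evidence is the small number of genes with a site, binding by EMSA at CC0517 but not at hflX, and lower CC0731 in a cspD mutant by qRT-PCR.

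**Figure D1:**
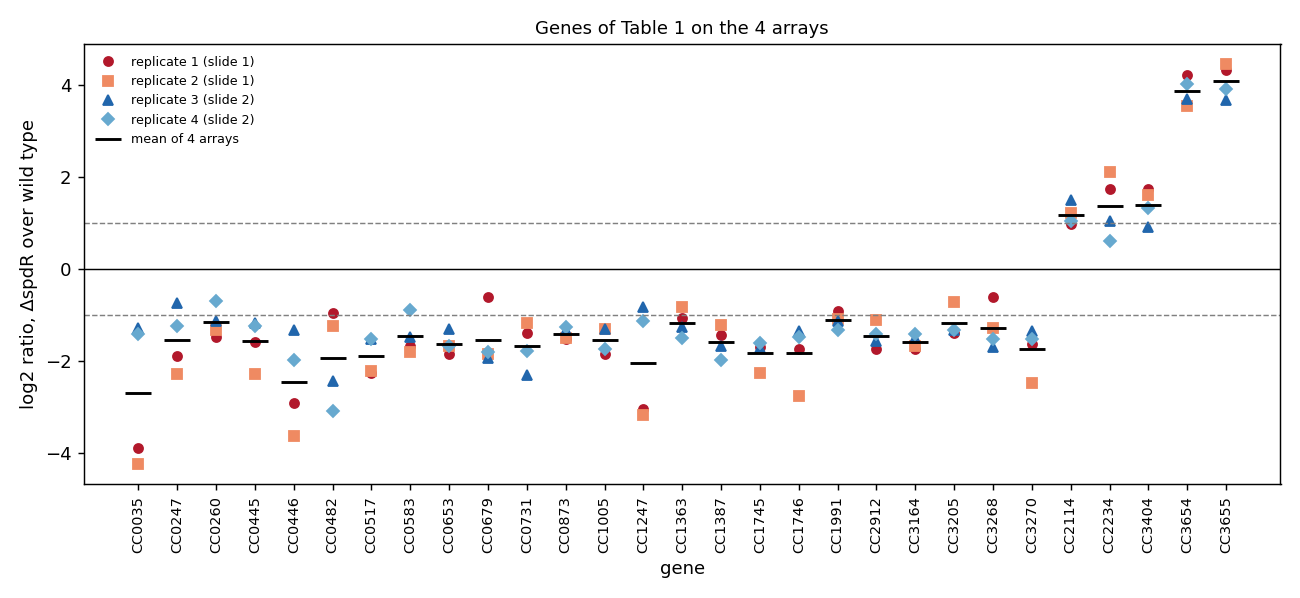
Log2 ratio of the spdR deletion mutant over the wild type (vertical axis) for each gene of Table 1 (horizontal axis), with 1 point per array coloured by slide, the mean of 4 arrays as a black bar and dashed lines at a 2-fold change. The points of CC0035 lie at -3.89 and -4.23 on slide 1 and at -1.28 and -1.40 on slide 2.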

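The rule gave 5 genes above 2, all of them in Table 1, and limma 411 genes (17 at least 2-fold; 11 with the slide as a random block, and 3 in all without replicate 3). After normexp and loess in place of Feature Extraction's ratio, 2 genes passed the rule. CC3655 had a mean log2 ratio of 4.10 (SD 0.35, limma adjusted p = 1.49e-04, higher on 4 of 4 arrays, and 2.60e-06 with the slide as a random block, 2.53e-08 to 0.0416 over the alternatives), with 4.39 on slide 1 and 3.81 on slide 2, and a ratio of 17.7 ± 4.33 (SD, n = 4 arrays). CC3654 had a ratio of 29.1 ± 12.8 and a mean log2 ratio of 3.87 (limma adjusted p = 1.49e-04, 4 of 4 arrays, and 1.54e-05 with the slide as a random block, 3.86e-07 to 0.0416 over the alternatives), with slide means of 3.88 and 3.86. Its oligonucleotide at 20 to 79 was not well above background in the wild type channel on any array, so that only a bound is given there, at least 7.50-fold higher in the mutant, a value open to dye bias. Over the other 3 oligonucleotides the ratio of CC3654 was 18.9 ± 6.57. After normexp and loess the ratio was 8.27 for CC3654, 12.4 for CC3655 and 1.84 for CC2114, and with uncorrected signals 11.2 for CC3654. CC3404, CC2234 and CC2114 rose less, with mean log2 ratios of 1.40, 1.38 and 1.18. CC2234 had 1.93 on slide 1 and 0.83 on slide 2, a difference past limma's threshold (adjusted p = 0.00478, higher on both arrays of slide 1 than on slide 2). The slides also differed for CC3404, with 1.68 and 1.12 (limma adjusted p = 0.0488), and for CC3655 (limma adjusted p = 0.0304). For CC2114 and CC3654 the difference did not pass limma's threshold.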

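Among the genes of Table 1 the ratios of mutant over wild type were 0.331 ± 0.0540 (SD, n = 4 arrays) for CC0653, 0.229 ± 0.194 for CC0035, 0.483 ± 0.141 for CC0260 and 0.317 ± 0.235 for CC1247. They were 0.291 ± 0.0543 for CC1745 and 0.376 ± 0.0719 for CC2912. The SDs of CC0035 and CC1247 come largely from the slides, with log2 ratios of -4.06 and -1.34 for CC0035 and of -3.10 and -0.97 for CC1247 on slides 1 and 2. CC0260 did not pass the rule, with 2 of its last 4 oligonucleotides below 0.5 on at least 3 arrays, although its mean log2 ratio was -1.15 (limma adjusted p = 0.0125, lower on 4 of 4 arrays, and 0.0532 or 0.0584 without replicate 2 or 3, 0.0376 with the slide as a random block, 4.35e-05 to 0.0699 over the alternatives), with slide means of -1.39 and -0.91. CC3655 stayed between 3.98 and 4.23 on the log2 scale with each array left out in turn.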

Interestingly, among these genes, seven were predicted to be essential (CC0653, CC0035, CC0260, CC1247, CC1745, CC2912 were downregulated and CC3655 was upregulated) [34].

**Table 1:** Genes differentially expressed in the Δ*spdR* mutant relative to the wild type strain

Gene^a^	Fold change^b^	Putative function^c^
Downregulated		
CC0035	0.229	Small subunit ribosomal protein S15
CC0247	0.163	Two-component system, response regulator SpdR
CC0260	0.483	Ribonucleoside-diphosphate reductase beta chain
CC0445	0.366	GntR family transcriptional regulator NagR
CC0446	0.231	TonB-dependent receptor NagA
CC0482	0.327	5-methyltetrahydropteroyltriglutamate/homocysteine S-methyltransferase
CC0517	0.289	Protein of unknown function
CC0583	0.380	Succinylarginine dihydrolase
CC0653	0.331	CarD_CdnL_TRCF family transcriptional regulator
CC0679	0.380	Abi-domain protein
CC0731	0.340	Protein of unknown function
CC0873	0.385	Toxin ParE1 from a toxin-antitoxin system
CC1005	0.354	Protein of unknown function
CC1247	0.317	Small subunit ribosomal protein S10/NusE
CC1363	0.456	Membrane-bound proton translocating pyrophosphatase
CC1387	0.344	Cold-shock protein CspD
CC1745	0.291	RNA-binding protein Hfq
CC1746	0.312	GTP-binding protein HflX
CC1991	0.470	Preprotein translocase subunit SecD
CC2912	0.350	Quinolinate synthetase
CC3164	0.389	Cro/CI family transcriptional regulator
CC3205	0.456	Transcription antitermination protein NusG
CC3268	0.455	Protein of unknown function
CC3270	0.394	Cro/CI family transcriptional regulator
Upregulated		
CC2114	2.331	Methyltransferase of unknown specificity
CC2234	2.924	Protein of unknown function
CC3404	2.740	Protein of unknown function
CC3654	29.412	Protein of unknown function
CC3655	17.857	Malate dehydrogenase

^*a*^According to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database for the *C. crescentus* CB15 genome

^*b*^Values are the ∆*spdR*/WT ratio determined by microarray hybridization of RNA samples isolated from cells at the stationary growth phase (24 h after dilution of culture to OD_600_ = 0.1). Genes with *M* value of < 0.5 or > 2.0 were assumed as differentially expressed between strains analyzed. Results shown are the average of four independent biological experiments

^*c*^According to a reanalysis of the deduced protein sequences by using Pfam [61] and BLASTP [62] to search for conserved domains and proteins with predicted function, respectively

A total of nine genes (eight downregulated genes, and one upregulated gene) were selected for expression analysis by quantitative real-time PCR (qRT-PCR) (Fig. 2). Accordingly, all the genes analyzed displayed altered expression in the *spdR* mutant with respect to the wild type when expression was monitored in cells at stationary phase, thus validating the global approach employed to identify SpdR target genes. When the comparison was performed with samples taken from exponentially growing cells, only expression of CC0583 was changed in the absence of *spdR*. Nonetheless, the fold change in CC0583 expression was still more pronounced at stationary phase. Together, these results are in agreement with the induction of both SpdR and SpdS in the wild type strain at stationary phase, and suggest that regulatory system(s) other than SpdS-SpdR contribute(s) to expression of genes identified in our transcriptome analysis, mainly at exponential phase.

**Fig. 2:**
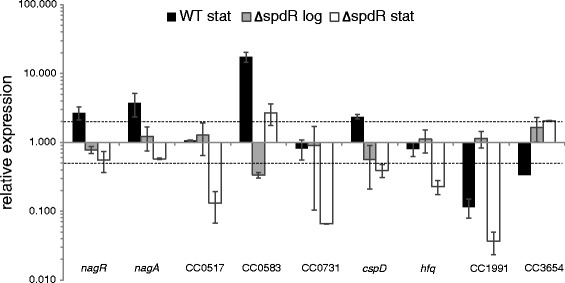
Relative expression of SpdR-regulated genes. Expression of the indicated genes was analyzed by qRT-PCR using total RNA samples obtained from the wild type NA1000 and the ∆*spdR* strain at both exponential and stationary phases. Results represent the expression of each gene in the corresponding strain and growth phase relative to exponentially growing wild type cells. Data represent mean values from two biological replicates, with bars indicating the standard errors

Among those genes downregulated in the *spdR* mutant, four had their expression increased in the wild type strain after entry into stationary phase (CC0445, CC0446, CC0583, and *cspD*) (Fig. 2), revealing a crucial role of SpdR in these growth phase inductions. The CC0583 and *cspD* genes were also previously shown to be induced at stationary phase in a DNA microarray assay [16]. Conversely, the other four downregulated genes either displayed no change in expression in the wild type strain at stationary phase (CC0517, CC0731 and *hfq*) or had the corresponding transcript levels decreased (CC1991). SpdR also plays a major contribution in regulating these genes at stationary phase, as judged by the lower expression in the *spdR* mutant relative to the wild type strain. Therefore, the relative importance of other regulatory system(s) for expression of these four genes seems to be reduced when wild type cells enter into stationary phase under the conditions examined. In regards to the gene upregulated in the absence of *spdR* (CC3654), the expression analysis showed that this effect occurs due to reduction in the transcript levels in the wild type strain at stationary phase, whereas no change is observed in the *spdR* mutant. Thus, this result suggests that SpdR is required for decreasing CC3654 expression at stationary phase.

A closer inspection of the newly identified SpdR-regulated genes revealed that a substantial percentage of these genes are predicted to encode proteins playing important roles in modulating gene expression. Among the regulatory genes, there are three (CC0445, CC3164 and CC3270) predicted to encode transcriptional regulators, two belonging to the GntR family, whose members act on diverse biological processes, and one to the Cro/CI family [35]. 

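CC0445 had a ratio of 0.366 ± 0.108 (SD, n = 4 arrays) and a mean log2 ratio of -1.57 (limma adjusted p = 0.0124, lower on 4 of 4 arrays, and 0.0584 without replicate 3, 0.0183 with the slide as a random block, 2.43e-05 to 0.0763 over the alternatives), with -1.93 on slide 1 and -1.21 on slide 2, a difference past limma's threshold (adjusted p = 0.0398, n = 4 arrays). CC3164 had a ratio of 0.389 ± 0.0752 and a mean log2 ratio of -1.57, with slide means of -1.69 and -1.45. CC3270 had a ratio of 0.394 ± 0.150 and a mean log2 ratio of -1.74, with slide means of -2.05 and -1.43. For CC3164 one of the last 4 oligonucleotides was well above background in the mutant channel on 3 of 4 arrays. Over all oligonucleotides inside the reading frame the ratio of CC3164 was 0.252. Each of the 3 genes passed the rule with 3 oligonucleotides.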

Most if not all transcriptional regulators from these families function as repressors, so it is conceivable to assume that downregulation of these genes in the *spdR* mutant could lead to increased expression of the five genes in the same strain according to microarray experiments. The GntR-type regulator encoded by CC0445 was previously characterized as NagR, and is located at the *nag* gene cluster that contains genes required for GlcNAc transport and metabolism [36], probably regulating the utilization of this carbon source.

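In the arrays CC0653 had a mean log2 ratio of -1.63 (SD 0.23, n = 4 arrays), with -1.76 on slide 1 and -1.49 on slide 2. All 4 of its last 4 oligonucleotides were below 0.5 on at least 3 arrays. limma gave an adjusted p of 0.00568, and 0.00860 with the slide as a random block (8.99e-06 to 0.0582 over the alternatives). The mean stayed between -1.73 and -1.55 with each array left out in turn.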

The downregulated gene CC0653 is predicted to encode a CdnL ortholog, belonging to the large CarD_CdnL_TRCF family of bacterial RNA polymerase-interacting proteins. In contrast to CarD and TRCF from the same family, CdnL lacks a detectable DNA-binding domain [37]. CdnL proteins that had their function investigated were found to promote the formation of the open transcriptional complex, therefore stimulating transcription [38, 39]. All functionally characterized CdnL homologs proved to be essential for bacterial viability [40–42]. Furthermore, CdnL has been implicated in stress resistance, as depletion of the protein in *Mycobacterium tuberculosis* leads to sensitivity to oxidative stress, nutrient starvation and DNA damage [41], and the homologue in *Borrelia burgdorferi* is expressed exclusively at low temperature, a condition mimicking the bacteria within its arthropod vector [42]. Although no functional data is currently available for *C. crescentus* CC0653, the presumption that this gene is also required for viability of the bacterium [34] is in accordance to the role reported for other CdnL homologs. CC0653 was previously identified in a DNA microarray analysis as being 2-fold upregulated under iron limitation in a Fur-independent manner [43], indicating to have a role in response to nutrient limitation. Therefore, SpdR could indirectly activate transcription of a subset of genes in starvation conditions by means of the product of CC0653.

CC0035 and CC1247 are predicted to encode the ribosomal proteins S15 and S10, respectively, which are part of the smaller ribosome subunit. 

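Among the 20 genes within 5 locus numbers of CC0035 and CC1247, 1 passed the rule, CC1248, next to CC1247. CC1248 had a ratio of 0.377 ± 0.226 (SD, n = 4 arrays) and a mean log2 ratio of -1.64 (limma adjusted p = 0.0218, lower on 4 of 4 arrays, and 0.0283 with the slide as a random block, 8.99e-06 to 0.143 over the alternatives), with -2.44 on slide 1 and -0.84 on slide 2. It no longer passed after normexp and loess, with uncorrected signals, without outlier spots, or without replicate 1, 2 or 4, which left 0 each time, and the mean log2 ratio was between -1.96 and -1.35 with each array left out in turn. The difference between CC1247 and CC1248 was -0.39 on the log2 scale (standard error 0.17, limma adjusted p = 0.126 over 3746 adjacent pairs, CC1247 lower on 4 of 4 arrays) and did not pass limma's threshold (unadjusted p = 0.0502). CC1249 and CC1250 also fell on 4 of 4 arrays, with mean log2 ratios of -0.90 (-1.38 and -0.41 by slide) and -0.90 (-1.16 and -0.65) (limma adjusted p = 0.0366 and 0.0164; 0.0794 and 0.0602 with the slide as a random block, and 8.12e-05 to 0.164 over the alternatives for CC1249 and 6.72e-05 to 0.0773 over the alternatives for CC1250). With any 1 array left out, CC1248, CC1249 and CC1250 no longer passed limma's threshold, with lowest adjusted p-values of 0.0530, 0.0606 and 0.0515. For CC1246 the slides differed, with -1.64 on slide 1 and 0.07 on slide 2. None of the 10 neighbours of CC0035 passed limma's threshold. CC0035 minus CC0036 was -2.69 on the log2 scale (limma adjusted p = 0.0122, 4 of 4 arrays; 0.0542 without replicate 1), and CC0034 had slide means of -1.15 and -0.17.

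**Figure D2:**
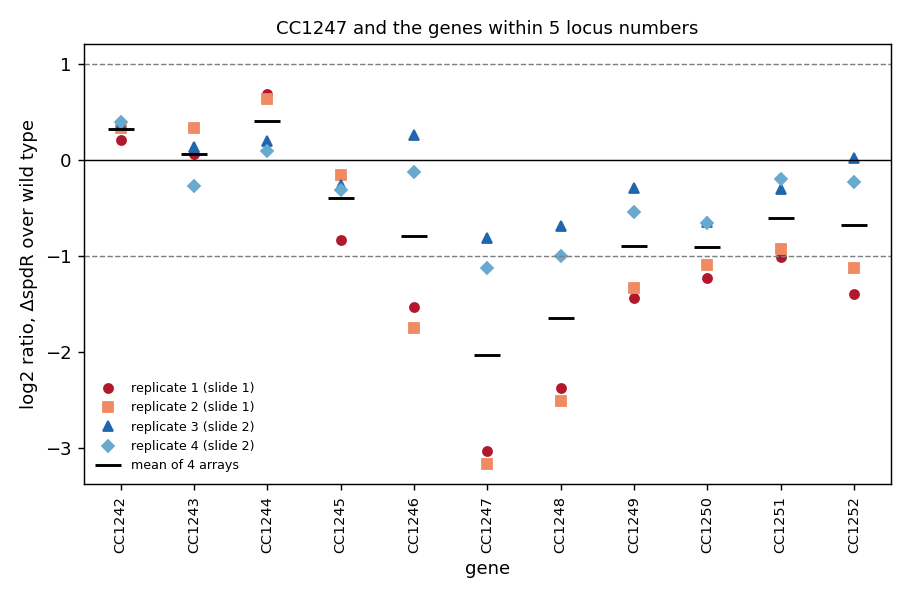
Log2 ratio of the spdR deletion mutant over the wild type (vertical axis) for CC1247 and the genes within 5 locus numbers (horizontal axis), with 1 point per array coloured by slide, the mean of 4 arrays as a black bar and dashed lines at a 2-fold change. For CC1248 the lowest array is at -2.51 and the highest at -0.68.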

Although these genes belong to large operons, only these two genes were differentially expressed, indicating an additional level of regulation. Ribosomal protein S10, also called NusE, has a dual role in the cell, being also involved in transcriptional antitermination [44]. Interestingly, CC3205, predicted to encode NusG, another transcription antiterminator, also had its transcription altered. 

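CC3205 had a ratio of 0.456 ± 0.106 (SD, n = 4 arrays) and a mean log2 ratio of -1.18 (limma adjusted p = 0.0124, lower on 4 of 4 arrays, and 0.0472 with the slide as a random block, 0.0584 without replicate 3, 8.12e-05 to 0.0676 over the alternatives), with slide means of -1.05 and -1.31. Replicate 2 lay apart from the other arrays, at -0.71, and without it the mean was -1.34. The adjacent gene CC3206 also passed the rule, with a mean log2 ratio of -1.04 (limma adjusted p = 0.0154, lower on 4 of 4 arrays, and 0.0521 with the slide as a random block, 0.0584 or 0.0530 without replicate 3 or 4, 6.87e-05 to 0.0741 over the alternatives), with slide means of -0.81 and -1.28. Its mean ratio was 0.531, not past the limit of 0.5.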

NusG is necessary for most Rho-mediated termination events in vivo [45, 46] and together with NusA, NusB and NusE promotes readthrough of terminators [44]. The C-terminal domain of NusG binds alternatively the transcriptional terminator Rho or NusE, coupling transcription to translation, so that transcription rates follow those of translation, adjusting the whole system to the nutritional needs of the cell [47–49]. This is particularly important if we consider that the rate of translation is also affected by the presence of secondary structures on mRNA [50]. The fact that both *nusE* and *nusG* were differentially expressed could indicate that SpdR mediates the control of transcription and translation rates at stationary phase. This idea agrees with the fact that it also activates expression of CspD, a protein with two putative RNA-binding domains that could have a role in preventing the formation of secondary structures on the mRNA.

The SpdR-dependent gene CC1745 is predicted to encode Hfq, a protein that helps small regulatory RNA to identify and anneal to their target mRNAs, and therefore is an important factor for global gene regulation. It was previously described for *E. coli* that the cold-shock proteins CspC and CspE, and Hfq positively regulate translation of the stationary sigma factor RpoS [51, 52], indicating that these RNA binding proteins can work in the same pathway of adaptation to stationary phase. Also downregulated in the absence of *spdR* and in the same transcriptional unit with CC1745, CC1746 is predicted to encode the protein HflX, one of the few members of the P-loop family of GTPases that are distributed throughout all domains of life [53]. 

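CC1745 had a mean log2 ratio of -1.82 (SD 0.30, n = 4 arrays; limma adjusted p = 0.00568, lower on 4 of 4 arrays, and 0.00827 with the slide as a random block, 8.99e-06 to 0.0582 over the alternatives), with -1.98 on slide 1 and -1.65 on slide 2. Replicate 2 was the lowest array, at -2.27, and without it the mean was -1.67.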

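CC1746 had a ratio of 0.312 ± 0.117 (SD, n = 4 arrays) and a mean log2 ratio of -1.83 (limma adjusted p = 0.0125, lower on 4 of 4 arrays, and 0.0584 without replicate 3, 0.0215 with the slide as a random block, 3.35e-05 to 0.0828 over the alternatives), with slide means of -2.25 and -1.41. The difference between CC1745 and CC1746 was 0.01 on the log2 scale (standard error 0.18, limma adjusted p = 0.973, with CC1745 lower on 2 of 4 arrays), so that they were indistinguishable within the error.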

Although its exact role remains undisclosed, HflX is currently regarded as a ribosome-associating protein [54–56]. This interaction stimulates GTP binding, GTPase activity and conformational change of HflX [57], all properties expected for a nucleotide-dependent molecular switch with a role in protein synthesis. Interestingly, *hflX* was not found to be an essential gene in *C. crescentus* [34], suggesting that the protein plays a more specialized function, and could have a role in responding and adapting to particular adverse conditions such as stationary growth phase. In this regard, HflX could be involved in the translation of a particular set of mRNAs or it may improve the efficiency of the protein synthesis machinery.

Also downregulated in the *spdR* mutant, CC0873 encodes toxin ParE1 of the toxin-antitoxin system ParD-ParE [58, 59]. 

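CC0873 had a ratio of 0.385 ± 0.0328 (SD, n = 4 arrays) and a mean log2 ratio of -1.40 (limma adjusted p = 0.00568, lower on 4 of 4 arrays, and 0.0104 with the slide as a random block, 8.99e-06 to 0.0491 over the alternatives), with -1.51 on slide 1 and -1.30 on slide 2. Its last 4 oligonucleotides had mean log2 ratios between -1.65 and -1.12.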

The ParE toxin from *E. coli* plasmid RK2 has been described to inhibit DNA gyrase and thereby block DNA replication [60]. Crystallization studies of the ParD/ParE system encoded by the *C. crescentus* genes CC0873 and CC0874 showed that system forms an α_2_β_2_ heterotetramer in which ParD antitoxin helices bind to a conserved groove on the ParE toxin [58]. Expression of *parDE1* was shown to be induced by heat shock, but not in other stress conditions such as heavy metals, nitric oxide-induced oxidative stress or hypoxia [59]. Although the exact function of *C. crescentus* ParE1 remains to be investigated, it was demonstrated that overexpression of a C-terminal truncated ParE1 allele (ParE1(1–92)) caused loss of viability by inhibiting cell division, but did not affect cell growth [59]. Therefore, the finding that ParE1 expression is dependent on SpdR agrees with the role of toxins on bacterial adaptation to stationary phase. Interestingly, only the *parE* toxin gene was downregulated in the *spdR* mutant, although this gene is co-transcribed with *parD* [30], suggesting an additional regulatory mechanism to overcome the neutralizing effect of ParD1 antitoxin.

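CC0874 (parD) had a ratio of 0.732 ± 0.117 (SD, n = 4 arrays), with none of its last 4 oligonucleotides below 0.5 on at least 3 arrays. Its mean log2 ratio was -0.60 (limma adjusted p = 0.0218, lower on 4 of 4 arrays, and 0.130 with the slide as a random block, 0.0606 to 0.0838 with any 1 array left out, 4.62e-04 to 0.130 over the alternatives), with slide means of -0.73 and -0.47. The mean joins unlike oligonucleotides, as the one at -66 to -7, upstream of the start codon, had a log2 ratio of 0.36, while those at -15 to 45, 37 to 96 and 88 to 147 had -0.98, -1.00 and -0.77. CC0873 minus CC0874 was -0.81 on the log2 scale (standard error 0.14, limma adjusted p = 0.0124, CC0873 lower on 4 of 4 arrays). The largest move came from all oligonucleotides inside the reading frame, which gave -0.53 (limma adjusted p = 0.0455, range over the alternatives 1.64e-04 to 0.0726). With the slide as a random block the adjusted p was 0.0726, no longer past the threshold, and without replicate 1 or 3 it was 0.0557 or 0.0508.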

### Identification of direct targets of SpdR

This overrepresentation of genes encoding regulatory proteins in the SpdR regulon suggests that SpdR might not directly control expression of all genes identified by DNA microarray experiments. Instead, alteration in expression of at least some genes in the *spdR* mutant could be a consequence of downregulation of one or more SpdR-dependent transcriptional regulators.

In order to verify whether the SpdR protein directly regulates the expression of the genes identified in the transcriptome analysis, a search for regulatory sequences recognized by SpdR was performed using the RSAT platform (Regulatory Sequence Analysis Tools) [29]. The region from −300 to +200 relative to the putative translation start codon of each gene downregulated in the *spdR* mutant was screened for a sequence similar to that previously identified as the SpdR-binding motif of the *cspD* promoter region (CTGCGAC-N_5_-GTCGCGG) [21], allowing for up to two substitutions. This analysis revealed a putative sequence upstream of only two genes in addition to *cspD*, namely CC0517 and CC1746 (*hflX*). 

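No genome was used here, and the search was repeated in the sequence that the oligonucleotides of each gene spell, which covers 92.9% of the region from -300 to 200. Among the 24 lower genes of Table 1, a site within 2 substitutions lay at -136 of CC0517 (CTGCGTCAGCGTGTCGCAG) and at -172 of CC1746 (TCGCGACGGCCAGTCGCAA on the other strand). The latter site also lies at 147 of CC1745, inside its reading frame. No site within 2 substitutions was found for cspD (CC1387), although its oligonucleotides covered -399 to 178 without a gap. Why the site that the paper describes there was missed was not tested, so that the search may have missed others. CC0517 had a ratio of 0.289 ± 0.0759 (SD, n = 4 arrays) and a mean log2 ratio of -1.88 (limma adjusted p = 0.00809, lower on 4 of 4 arrays, and 0.00415 with the slide as a random block, 2.98e-06 to 0.0619 over the alternatives), with slide means of -2.24 and -1.52. Its oligonucleotide at 80 to 139 was not well above background in the mutant channel on any array, and over the other 3 the ratio was 0.280 ± 0.0499. The ratio of CC0517 was 0.453 after normexp and loess and 0.436 with uncorrected signals.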

The sequence upstream of *hflX* is actually within the coding region of *hfq*, which is in the same transcriptional unit [30]. Interestingly, when a similar search was performed using a sequence better matching to a perfect palindromic motif (CTGCGAC-N_5_-GTCGCAG; A instead of G in the position underlined), the sequence upstream of *hflX* no longer fulfills the cutoff criteria, as three substitutions are needed with respect to the input motif. Using the other possibility to make the sequence upstream of *cspD* a perfect palindromic motif (CCGCGAC-N_5_-GTCGCGG; C instead of T in the position underlined), neither CC0517 nor CC1746 would have a SpdR-binding motif.

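The site at CC1746 was 3 substitutions away from the first palindromic motif and 3 from the second. The site at CC0517 was 1 substitution away from the first and 3 from the second.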

To establish whether any of the newly identified sequences is truly a recognition motif of SpdR, EMSAs were performed using the purified recombinant His_6_-SpdR protein. Decreased mobility due to His_6_-SpdR binding was evident only for the fragment composed of the regulatory region of CC0517, but not for *hflX* (Fig. 3a). This finding therefore prompted us to suppose that the perfect palindromic motif CTGCGAC-N_5_-GTCGCAG is the best recognition sequence for SpdR, which deviates in one position in both CC0517 and *cspD* (Fig. 3b). 

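In the sequence spelled by the oligonucleotides of all 3755 genes, sites within 1 substitution of CTGCGAC-N5-GTCGCAG outside Table 1 lay at -121 of CC0947 (CCGCGACGCGCGGTCGCAG), at -277 of CC0990 (CTGCGCCGGTTTGTCGCAG), and at -135 of CC2151 (CTGCGACCGCTCGTCGCGG), which is the complement of the site at -128 of CC2152 (CCGCGACGAGCGGTCGCAG). The mean log2 ratios of mutant over wild type were -0.10 (SD 0.36, n = 4 arrays) for CC0947, 0.35 (SD 0.30) for CC0990, 0.35 (SD 0.13) for CC2151 and 0.40 (SD 0.16) for CC2152. The slide means were -0.15 and -0.05, 0.13 and 0.56, 0.27 and 0.42, and 0.27 and 0.52. None passed the rule or limma's threshold (adjusted p = 0.672, 0.130, 0.0749 and 0.0601, lower on 2 of 4 arrays for CC0947 and higher on 3, 4 and 4 of 4 for the others). CC2151 and CC2152 had unadjusted p-values of 0.0206 and 0.0138, on the side of a rise. CC0947, CC2151 and CC2152 each have 1 oligonucleotide among the last 4 that was not well above background on every array. With the slide as a random block the adjusted p was 0.864, 0.395, 0.353 and 0.289. Over the alternatives the adjusted p was 0.271 to 0.919 for CC0947, 0.0117 to 0.430 for CC0990, 0.00735 to 0.475 for CC2151 and 0.00333 to 0.289 for CC2152. CC0990, CC2151 and CC2152 passed limma's threshold with the slide as a fixed term and on slide 2 alone, and CC2152 also with the filter on dim spots, each time as a rise. When 2 substitutions were allowed, 44 genes had a site.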

Interestingly, when a search for the perfect palindromic SpdR-binding motif was carried out in the region from −300 to +200 relative to the putative translation start codon of all *C. crescentus* NA1000 genes (those not differentially expressed in the absence of *spdR* according to the transcriptome analysis), only three additional sequences deviating from the input motif in one position were identified (upstream of CC0947, CC0990, CC2151 and CC2152; the latter two genes are divergent from the same sequence) (Fig. 3b). This observation indicates that the SpdR-binding sequence is just occasionally found in the genome of *C. crescentus*. Therefore, these genes represent candidates to be SpdR-regulated, probably under a distinct condition from the one used in our assays that affects expression and/or activity of this regulatory protein. In fact, both CC0947 and CC2151 were upregulated 3.5-fold at stationary phase in a DNA microarray assay of stationary x exponential phase in PYE [16], and CC0990 also showed increased expression, but it did not fall within our cutoff criteria.

**Fig. 3:**
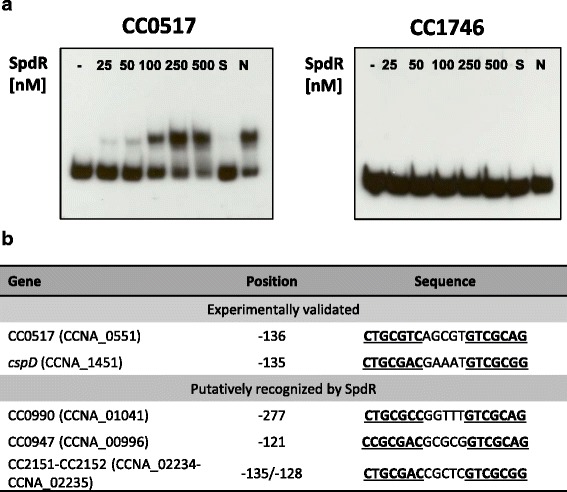
Analysis of SpdR binding motifs. **a** SpdR-binding assays to CC0517 and CC1746. DNA fragments containing the regions upstream of genes CC0517 and CC1746 were ^32^P-labeled and incubated with increasing concentrations of His_6_-SpdR (25, 50, 100, 250 and 500 nM) in an electrophoretic mobility shift assay (EMSA). As negative control, a reaction was carried out without His_6_-SpdR (−). In a competition assay, His_6_-SpdR was utilized at a 250 nM concentration and a 30x excess of unlabeled competitor fragment was added as follows: S, unlabeled specific fragment; N, unlabeled non-specific fragment. **b** Sequences recognized by the SpdR protein. An *in silico* search in *C. crescentus* NA1000 genome was performed with the consensus CTGCGAC-N_5_-GTCGCAG derived by the EMSA experiments. The ‘DNA pattern’ tool of RSA website [29] was used in the search, and one substitution was allowed. The position indicated refers to the first nucleotide of the sequence shown relative to the putative start codon in the NA1000 strain (+1). The same sequence is proposed to control expression of CC2151 and CC2152, which are divergently transcribed. The position of this sequence with respect to each gene is shown; for CC2152, the position refers to the nucleotide at the position 3’ of the sequence shown, which corresponds to the 5’ end of the reverse complementary sequence. Gene numbers refer to the CB15 strain (CC) and the correspondent number in NA1000 strain (CCNA)

There is a possibility that SpdR may require additional factor(s) for binding to less conserved sites or even half-sites. However, a whole genome search for half the consensus sequence (CTGCGNC or CNGCGAC) was carried out, and produced too high a percentage of matches to be significant, probably due to the high GC content of the genome. These findings suggest that the probable SpdR-binding site requires a palindromic motif very similar to that found in *cspD* and CC0517.

### Effect of *cspD* and CC0517 on expression of SpdR-dependent genes

The restricted number of genes directly regulated by SpdR (*cspD* and CC0517) identified in this work is in agreement with the overrepresentation of regulatory proteins among the genes dependent on SpdR. The CspD protein has two Cold Shock Domains [14], suggesting it is a putative nucleic acid-binding protein, so it is reasonable to rationalize that it could affect the expression of some SpdR-dependent genes, especially those lacking an obvious motif for SpdR binding. Likewise, even though the function of CC0517 cannot be easily predicted from its deduced amino acid sequence, it could have some relevance for the expression of SpdR-regulated genes. In order to investigate this, a ∆CC0517 strain (MM80) was constructed and analyzed along with a *cspD* mutant [14] with respect to the expression of several SpdR-dependent genes at both exponential and stationary phases. The MM80 strain showed no obvious phenotype, presenting normal growth rate and showing no alterations in morphology or viability at stationary phase (Additional file 3: Figure S2). This is in agreement with the fact that neither the *spdR* nor the *cspD* mutants have a stationary phase phenotype [12, 14, 21].

No differential expression of the SpdR-dependent genes analyzed was observed by comparing ∆CC0517 and Δ*cspD* to wild type at exponential growth phase (Additional file 4: Figure S1). However, CC0731 was found to be downregulated in the absence of *cspD* at stationary phase (Fig. 4). This result suggests that CspD is important for CC0731 expression at stationary phase, when SpdR and CspD are expected to play the greatest impact on gene expression. However, the magnitude of the decrease in CC0731 expression is lower when compared to that observed in cells lacking *spdR,* suggesting that another component in the SpdR network also contributes to the expression of this gene.

**Fig. 4:**
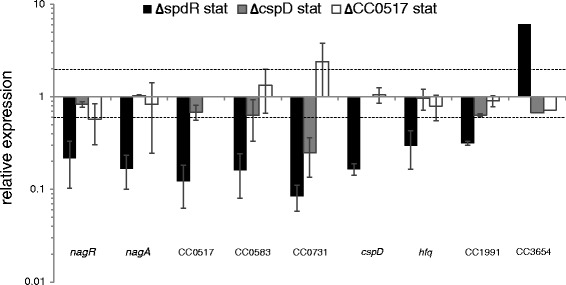
Expression of SpdR-regulated genes in *cspD* and CC0517 mutant strains. Expression of the indicated genes was analyzed by qRT-PCR using total RNA samples obtained from the wild type NA1000, ∆*spdR*, ∆*cspD and* ∆CC0517 strains at stationary growth phase. Results represent the expression of the corresponding gene in each mutant strain relative to wild type cells. Data represent mean values from two biological replicates, with bars indicating the standard errors

## Conclusion

This work has identified genes under control of the response regulator SpdR at stationary phase. The analysis of the putative roles of these genes suggests that the major aspects under SpdR regulation are transcription (mediated by regulators of the GntR, Cro and CdnL families, and NusE/NusG), the coupling of transcription and translation rates (mediated by NusE/NusG) and RNA metabolism (regulatory aspects mediated by Hfq, secondary structures putatively mediated by CspD). Interestingly, only two SpdR-dependent genes contained a sequence motif that is directly recognized by the response regulator. While it is uncertain whether one such gene (CC0517) contributes to the expression of SpdR targets, the involvement of *cspD* in the downstream effects of SpdR was demonstrated. Together, data presented here provide important insights into the regulatory network involving the response regulator SpdR and identified possible functions under its control, which are expected to contribute to the adaptation of *C. crescentus* to stationary phase.

## Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, under accession number GSE71337 [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71337].

## Additional files

Additional file 1: Table S1. Bacterial strains, plasmids, and oligonucleotides used in this work. (PDF 296 kb) Additional file 2: The ARRIVE guidelines checklist. (PDF 471 kb) Additional file 3: Figure S2. Phenotypic analysis of the MM80 (ΔCC0517) strain. (PDF 369 kb) Additional file 4: Figure S1. Expression of SpdR-regulated genes in *cspD* and CC0517 mutant strains at exponential phase. (PDF 302 kb)

## Abbreviations

BCIP: 5-bromo-4-chloro-3'-indolyphosphate
cDNA: complementary DNA synthesized from RNA
Ct: cycle threshold
Cy3: Cyanine Dyes orange-fluorescent
Cy5: Cyanine Dyes far-red-fluorescent
GEO: Gene Expression Omnibus
His_6_: Hexahistidine tag
IPTG: isopropyl-beta-D-thiogalactopyranoside
NBT: nitro-blue tetrazolium
OD_600_: optical density at 600 nm
ORF: open reading frame
PAGE: Polyacrylamide Gel Electrophoresis
PCR: polymerase chain reaction
ROX: Dye designed to normalize the fluorescent reporter signal in real-time
rpm: rotations per minute
RT-PCR: reverse-transcription polymerase chain reaction
SDS: Sodium Dodecyl Sulfate
SYBR Green: asymmetrical cyanine dye
TBE: Tris/Borate/EDTA
TBS: Tris-buffered saline
WT: wild type

# Supplementary material for: Transcriptomic analysis of the stationary phase response regulator SpdR in Caulobacter crescentus
**Source:** BMC Microbiol. 2016 Apr 12;16:66. doi: 10.1186/s12866-016-0682-y
**Supplement:** Additional file 3: Figure S2. — Phenotypic analysis of the MM80 (ΔCC0517) strain.

# Supplemental Material

Carolina A. P. T. da Silva, Rogério F. Lourenço, Ricardo R. Mazzon, Rodolfo A. Ribeiro, and Marilis V. Marques. Transcriptomic analysis of the stationary phase response regulator SpdR in *Caulobacter crescentus*

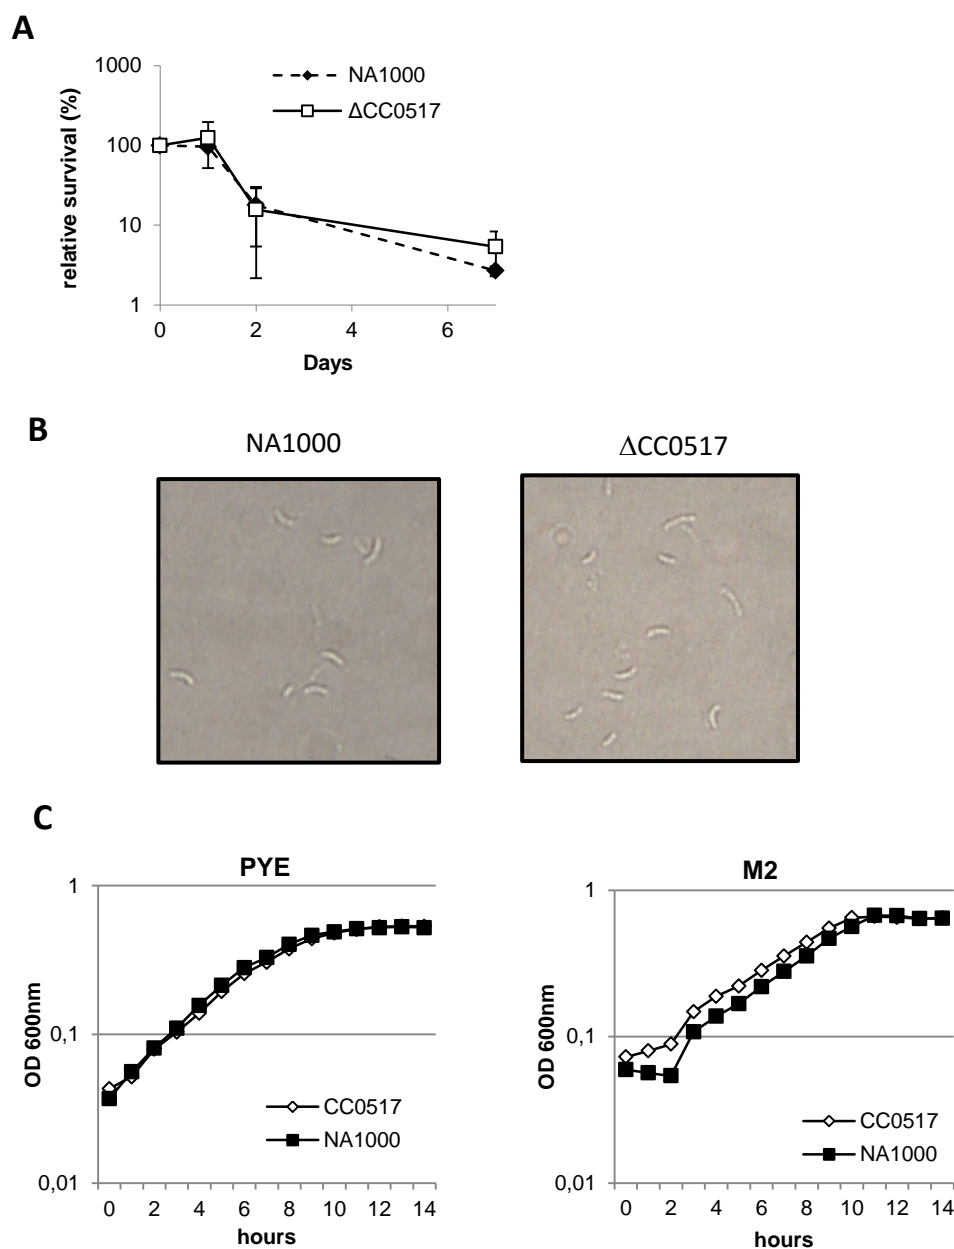

**Figure S2.** Phenotypic analysis of MM80 ( $\Delta$ CC0517) strain. **A.** Viability assay of NA1000 and  $\Delta$ CC0517 strains at stationary phase in PYE. CFU counts for each time point were determined and the percentage of viability is shown relative to CFU number in exponential phase for the respective strain (day zero). Data represent the means from three experiments in triplicate, with bars indicating the standard error. **B.** Morphological analysis of NA1000 and  $\Delta$ CC0517 strains at early stationary phase (24h). **C.** Growth curves of NA1000 and  $\Delta$ CC0517 strains in PYE and M2 media.

# Supplementary material for: Transcriptomic analysis of the stationary phase response regulator SpdR in Caulobacter crescentus
**Source:** BMC Microbiol. 2016 Apr 12;16:66. doi: 10.1186/s12866-016-0682-y
**Supplement:** Additional file 4: Figure S1. — Expression of SpdR-regulated genes in cspD and CC0517 mutant strains at exponential phase.

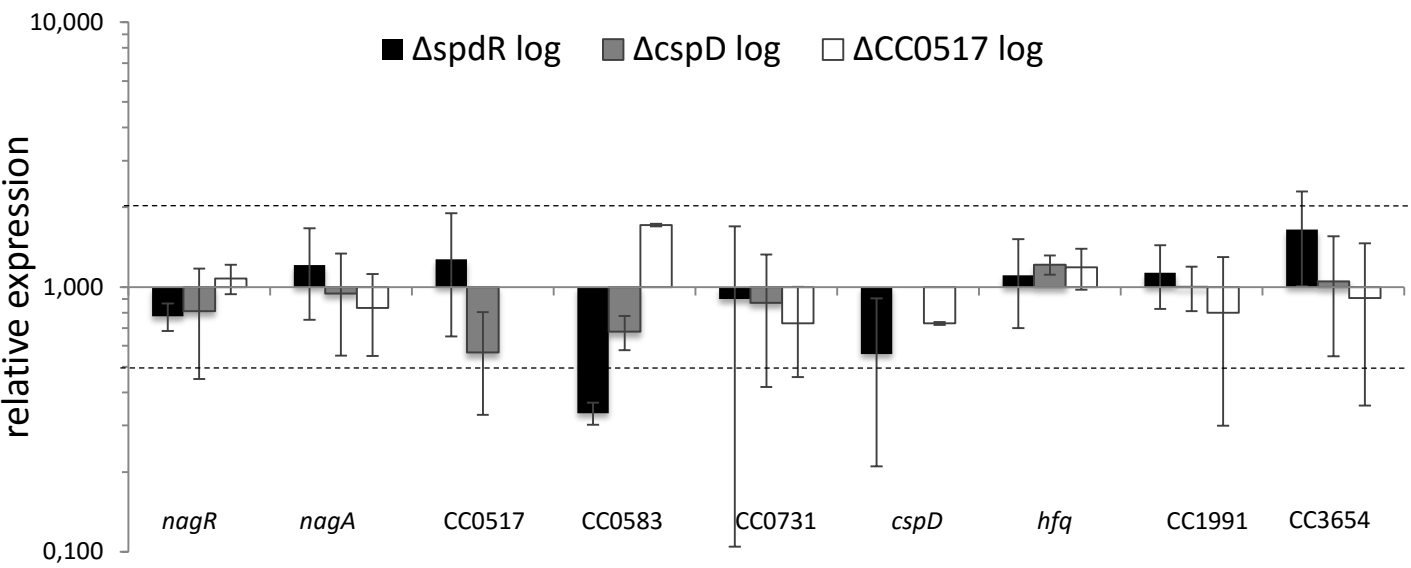

**Figure S1.** Expression of SpdR-regulated genes in *cspD* and CC0517 mutant strains at exponential phase. Expression of the indicated genes was analyzed by qRT-PCR using total RNA samples obtained from the wild type NA1000,  $\Delta\text{spdR}$ ,  $\Delta\text{cspD}$  and  $\Delta\text{CC0517}$  strains at exponential growth phase. Results represent the expression of the corresponding gene in each mutant strain relative to wild type cells. Data represent means from two independent biological replicates, with bars indicating the standard error.

How the deposited data were processed for this re-analysis (not part of the article)

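The transcriptomes of the spdR deletion mutant (Cy5) and the wild type NA1000 (Cy3) at early stationary phase were compared on 4 two-colour arrays over 2 slides, without a dye swap. The authors deposited the output of Feature Extraction, in which LogRatio is the log10 ratio of Cy5 over Cy3 and the signals of each channel are given as intensity. Slide 1 was read with Feature Extraction 9.5.3.1 and slide 2 with 10.7.1.1, under different protocols, and in both the ratio comes from signals with the background subtracted and the dyes normalized. For slide 1 the dye normalization was linear and lowess, and for slide 2 its settings are not stated. The authors' series table holds log10 values that differ from these ratios by at most 0.00492 on any array. No data for qRT-PCR, EMSA, immunoblots or reporter assays were analysed here.

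The log10 ratios as deposited were turned into log2 ratios of mutant over wild type. As in the paper's methods, the value of a gene is the mean of its last 4 oligonucleotides, and a gene passed the rule when at least 3 of them were below 0.5 (or above 2) on at least 3 of 4 arrays. The rule was read oligonucleotide by oligonucleotide. Positions are counted from 1 at the first base of the start codon, with -1 just before it, in the sequence that the oligonucleotides of a gene spell. The tiles of 3716 genes have a start codon at their fixed place, and no gene has all last 4 oligonucleotides inside the reading frame. Ratios are arithmetic means over oligonucleotides and arrays with the SD over the 4 array means. No spot was left out in the main setting, since the methods state no filter, although more oligonucleotides were flagged as outliers on slide 2 than on slide 1.

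The error of each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, intercept only, two-sided, Benjamini-Hochberg adjustment over 3755 genes, threshold 0.05), and with the slide as a random block by duplicateCorrelation (statmod 1.5.0), where the consensus correlation within a slide was 0.676. Differences between adjacent genes were tested the same way over 3746 pairs of locus numbers. Sites of the motif were searched between -300 and 200, on both strands. Permutation tests and tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9.

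On simulated data with 200 of 3755 genes changed and independent arrays, limma recovered 82% of the changed genes and called 3 unchanged ones, while the fit with the slide as a random block recovered 43% and called 0 unchanged ones. In both simulations the block was given the correlation of the real arrays, 0.676, and did not estimate it from the simulated ones. The 43% therefore does not show what an estimated block costs on independent arrays. When the simulated arrays of a slide were correlated, the fit without a block called 91 unchanged genes, and the fit with the slide as a random block 2, recovering 74.5%. The rule and the motif search recovered 100% of what was planted. The planted changes were far past the 2-fold limit, and the planted sites were exact, in sequence of A and T alone. Recovery of changes near 2-fold, or of sites with substitutions, was not tested.

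The alternatives set before the data were examined were normexp (offset 50) with loess in limma, processed signals, uncorrected signals, the authors' series table, all oligonucleotides inside the reading frame, the median over oligonucleotides, geometric and harmonic means, filters on dim and on outlier spots, other readings of the rule, the slide as a random block or a fixed term, limma's trend and robust options, the methods' t-test, and each array left out in turn. In place of the mean signal, normexp and the uncorrected ratio used the median signal, which the files of both slides hold. With 3 arrays the rule asked for all of them. Added after the data were seen were each slide alone (both arrays), a filter that keeps spots bright in 1 channel, subsets of oligonucleotides of CC0247, CC3654 and CC0517, the search in oligonucleotide sequence in place of a genome, and oligonucleotides wholly upstream of a start codon in place of non-coding ones. The genes named were fixed by a rule, as those of Table 1, other genes the paper names, neighbours of CC0035 and CC1247 past a threshold, and the 5 largest falls and rises outside Table 1 among genes that changed the same way on all 4 arrays and passed limma's threshold. Other genes were named after their values were seen. Gene names are those the paper pairs with locus numbers, as the files pair none. At most a pair of the largest falls and rises is printed.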

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

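Among the tests of this part, those on noise, on antisense oligonucleotides and on adjacent genes were chosen only after the result was seen, and the limits by which each test was read were set with most values known.

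Of the 45 genes examined here, 4 had 1 array far from the other 3 by Dixon's criterion, which chance alone gives in about 1 of 20 groups, and over all genes it was met by 3.22%. They were CC0679 in replicate 1 (-0.61), CC1745 in replicate 2 (-2.27), CC3205 in replicate 2 (-0.71) and CC2151 in replicate 3 (0.53), all as log2 ratios. For CC0679 the other arrays lay between -1.93 and -1.80. A single deviating oligonucleotide was tested as the source, and the gap of replicate 1 was present at 4 of its 4 last oligonucleotides, which argues against it. Whether that array or that culture differed stays open, and no biological explanation was tested, since the design gives none. For the other 3 genes no explanation was tested.

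A signal outside the genes the paper discusses is that 17 genes passed the rule for lower expression without being in Table 1, all of them lower on 4 of 4 arrays. Of these, 7 had a mean ratio below 0.5 and 10 a mean ratio at or above it. By mean log2 ratio the largest fall among them was that of CC0581, at -1.74 (-2.45 on slide 1 and -1.04 on slide 2; limma adjusted p = 0.0171, lower on 4 of 4 arrays, and 0.0548, 0.0540 or 0.0584 without replicate 1, 2 or 3, 0.0171 with the slide as a random block, 7.75e-06 to 0.116 over the alternatives). By mean ratio CC1248 was the lowest of the 17, at 0.377 against 0.418 for CC0581. By locus number, 4 of the genes lie next to a gene of Table 1. Over all 38 genes lower by the rule there were 7 adjacent pairs of locus numbers, against a mean of 0.380 and a highest of 4 in 10000 random draws of as many genes (one-sided permutation test, p = 0.0001, the smallest these draws can give). Shared transcripts may therefore account for some of these genes, as a hypothesis found and tested on the same arrays. Sequence shared between the last 4 oligonucleotides of adjacent genes is argued against as the source, as 0 of the pairs share 20 bases there.

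The paper states that it analysed coding regions only, by the last 4 oligonucleotides of each gene. Some of these lie wholly upstream of the start codon, as the one at -63 to -4 of CC1247. The upstream oligonucleotides counted here therefore include some that the paper used. Of the 25475 oligonucleotides wholly upstream of a start codon, 679 were below 0.5 and 927 above 2 on at least 3 arrays, and of the 4396 antisense oligonucleotides 124 and 189. Noise of the arrays was tested on the 507 negative control spots, of which 1.18% passed the same limits against 6.30% of the upstream oligonucleotides, which argues against noise as the whole source. Of the upstream oligonucleotides that changed, 19.2% had another that changed the same way 2 places along, where they no longer overlap, against at most 6.41% in 100 shuffles. This is consistent with transcripts of untranslated regions or of neighbouring genes being read there. Labelled cDNA of both strands is a further candidate explanation for the antisense signal. Where the sense oligonucleotide at the same place was past 2-fold, the antisense one had an r of 0.544 with it across 314 pairs of oligonucleotides, which are not independent replicates, and moved the same way in 71.7% of them (at most 62.1% in 10000 shuffles). This leaves it open, since antisense transcripts that follow the sense ones would give the same. After normexp and loess the upstream counts were 340 and 167. No biological explanation beyond the strain was tested.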

How the results depend on the processing

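The values of each slide alone, the filter that keeps spots bright in 1 channel, the subsets of oligonucleotides of CC0247, CC3654 and CC0517, the motif search in oligonucleotide sequence and the upstream oligonucleotides were chosen only after the data were seen. The other alternatives were set before. Unless stated, the cause of a change was not tested.

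The count of genes lower by the rule (38) stayed within 1.5 times under the other sources of the ratio, the filters and the array by array reading, where it was between 28 and 45. The genes themselves changed more. Of the 38, 23 were still lower after normexp and loess, and 23 with all oligonucleotides inside the reading frame. It was 28 each with uncorrected signals and without outlier spots, 31 array by array and 36 with the filter on dim spots. All 38 stayed with processed signals, the series table and the median over oligonucleotides. The count fell to 4 when all 4 oligonucleotides had to pass on all 4 arrays, along with the 5 higher genes, of which 1 was left, and the 26 genes of Table 1, of which 5 were left. The mean ratio alone gave 52 lower and 55 higher genes. Each slide alone gave 176 lower and 37 higher genes on slide 1 and 75 and 12 on slide 2, with 16 lower on both and 2 higher on both. A further 3 genes were lower on 1 slide and higher on the other. Fewer arrays have to pass on a slide alone. The higher genes fell to 2 after normexp and loess and to 3 each with uncorrected signals, with all oligonucleotides inside the reading frame and without outlier spots. Without 1 array, where all 3 others must pass, the counts were 18 to 22 lower, 2 to 3 higher and 14 to 17 of Table 1.

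Limma's counts depend on how the slide is treated. With the slide as a random block, the 353 lower and 411 higher genes became 49 and 11, and the 86 and 17 at least 2-fold became 49 and 9, all 60 of them also called without the block. As a fixed term it gave 1065 and 1104, with an error taken only from the spread within a slide. Slide 1 alone gave 918 and 782 (257 and 91 at least 2-fold), and slide 2 alone 694 and 858 (39 higher at least 2-fold). The methods' t-test gave 485 and 675 genes at its threshold, and after Benjamini-Hochberg 11 and 16 (4 and 2 at least 2-fold), with 4 of the 29 genes of Table 1. Without 1 array limma gave 6 to 88 lower and 3 to 56 higher genes, 6 to 60 and 3 to 15 at least 2-fold, and 8 to 25 genes of Table 1. The counts fell most without replicate 3, with 6 lower genes, 3 higher ones and 8 of Table 1 left. Many genes, cspD among them, then shared 1 adjusted p of 0.0584, just above the threshold. The Benjamini-Hochberg adjustment gives this value to them in common, so that it is not a separate finding for each gene. The ratio of cspD was 0.354 without replicate 3, against 0.344. Adjusted over the list alone, all 29 passed under each of these fits.

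The share of limma's calls that are lower was 46.2%, and 69.4% after normexp and loess, 57.9% with processed signals, 59.4% with uncorrected signals and 58.0% without outlier spots. Higher genes fell to 130 after normexp and loess (3 at least 2-fold) and to 261 without outlier spots. At least 2-fold higher were 5 with uncorrected signals and 34 with all oligonucleotides inside the reading frame.

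The difference between CC0873 and CC0874 kept its sign in every setting, from -0.84 to -0.75 without 1 array. It was -0.81 with an adjusted p of 0.0726 with the slide as a random block and 0.0569 by the methods' t-test after Benjamini-Hochberg, and without replicate 1 or 3 it was 0.0557 or 0.0508, against 0.0124. Of the neighbours of CC0035 and CC1247, the 1 that passed the rule became 0 after normexp and loess, with uncorrected signals, without outlier spots and when all 4 oligonucleotides had to pass on all 4 arrays, 5 on slide 1 alone and 0 to 1 without 1 array. None of the candidate motif genes passed the rule in any setting run. For the motif of cspD, 3 genes became 1 on the given strand and 0 with 0 or 1 substitutions. For the palindromic motif, 5 became 0 with 0 substitutions and 44 with 2. Upstream oligonucleotides past 2-fold were 340 lower and 167 higher after normexp and loess, 416 and 365 with uncorrected signals, 1414 lower on slide 1, 1451 and 1583 on slide 2, 438 higher without outlier spots, and 316 to 403 lower and 307 to 561 higher without 1 array. Of 498 ratios of single genes recomputed over all 4 arrays, 471 stayed within 1 SD and 27 moved further. Means over fewer of the same arrays cannot leave 1 SD by construction. Of 45 ratios, 10 changed by more than 1.5 times on slide 1 alone, 10 on slide 2 alone and 0 with any 1 replicate left out. Among the 31 of these genes that passed the rule or are in Table 1, 0 ratios changed direction in any setting. Of the others, CC0947 did in 4 settings, from 0.981 to 1.07 without replicate 1, 1.03 without replicate 3, 1.03 on slide 2 alone and 1.02 with all oligonucleotides inside the reading frame, all within its SD of 0.235. No paired analysis was possible because each array already compares both strains and there is 1 group. Signal over background limits the ratio of CC3654, which was 8.27 after normexp and loess.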

Differences from the paper's values

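A ratio was taken to differ where it was apart from the paper's by more than the SD over arrays and by more than 1.5 times, and a count by the latter alone. By this criterion 2 of 32 values differed, the ratio of spdR and the count of lower genes by the rule alone. The paper's ratio for spdR (CC0247) in Table 1 is 0.163, and here it was 0.644 ± 0.0914 (SD, n = 4 arrays) over the last 4 oligonucleotides. Among the alternatives set before the data were examined, the harmonic mean (0.132) came within the criterion of the paper's value, and the other sources of the ratio, choices of oligonucleotides, filters, the geometric mean (0.346) and leaving out each array did not. Over the 2 of the last 4 oligonucleotides that were below 0.5 on all 4 arrays the ratio was 0.163, a subset chosen after seeing the values. Of the 29 ratios, 25 lay within 0.01 of the paper's. Besides spdR the others were CC2912, at 0.376 ± 0.0719 against the paper's 0.350, which is within the SD, CC3654 (29.1 against the paper's 29.412) and CC3655 (17.7 against the paper's 17.857). All 5 of the paper's ratios above 1 are reciprocals of numbers with 3 decimals, and on that scale, wild type over mutant, CC3654 is 0.0344 against the paper's 0.0340 and CC3655 0.0566 against the paper's 0.0560.

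The paper's count of genes at least 2-fold lower besides spdR and cspD is 22, and here 37 genes passed the stated rule. Within 1.5 times of the paper's count were normexp and loess (31), all oligonucleotides inside the reading frame (28), the exclusion of outlier spots (27), the array by array reading (33) and each array left out (17 to 21). Processed signals (44), uncorrected signals (34), the series table (37), the median over oligonucleotides (37), the filter on dim spots (35), the strictest reading (4) and the mean ratio alone (51) were not.

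The paper lists spdR, CC0260 and CC3268 as lower, and none of the 3 passed the rule in the main setting, while 17 genes outside Table 1 did. Of these 17, 7 also had a mean ratio below 0.5. Read array by array, 27 of its 29 genes passed, and by the mean ratio alone 28, all but spdR. The paper states that of the large operons of CC0035 and CC1247 no other gene was differentially expressed, and CC1248, next to CC1247, passed the rule here with a mean log2 ratio of -1.64. Of the transcriptional regulators, the text of the paper places 2 of 3 in the GntR family and 1 in the Cro/CI family, while its Table 1 lists CC0445 in the GntR family and both CC3164 and CC3270 in the Cro/CI family. The paper states that parE alone was lower while parD is on the same transcript. By the rule parD (CC0874) was not lower here, while by limma it was, with a mean log2 ratio of -0.60 (adjusted p = 0.0218, 4 of 4 arrays; above 0.05 with any 1 array left out, and 0.130 with the slide as a random block, where it is not called). The methods state that the last 4 oligonucleotides of a gene lie inside the reading frame, and here the first of them began before the start codon in all genes.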

Other observations

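In this part the tests of exchanged labels, of 1 RNA pair per slide, of reading from upstream into CC3654, of the extent of the spdR deletion, of shared sequence with neighbours and of sign patterns were chosen only after the result was seen, and the limits by which each test was read were set with most values known.

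The gene ratios differ between the slides far more than within them, and 1270 of 3755 genes (33.8%) differed between slides by limma's test, 12 of Table 1 among them. All correlations here are across genes or oligonucleotides, which are not independent replicates. The different Feature Extraction versions are argued against as the source, since with the same normexp and loess on all arrays the mean r between slides was 0.308. In the brightest 25% of genes it was 0.309, which argues against noise of dim spots. An exchange of the labels on 1 slide would turn the sign, and the lowest r between slides outside Table 1 was 0.279. GC content explained 1.88% of the variance of the slide difference, and row and column 4.36%, and copies of 1 sequence at different places shared the difference with an r of 0.887. Effects of single oligonucleotides are argued against by an r of 0.466 between oligonucleotides of 1 gene that do not overlap (0.573 after normexp and loess), as the whole source. What stays open is a difference between the cultures, RNA or labelling behind each slide. The same labelled RNA on both arrays of a slide could not be excluded either. The difference between the arrays of slide 1 had an r of 0.207 over such oligonucleotides, and that of slide 2 an r of 0.100, and a bias that follows brightness or sequence would give such values too. Whatever the source, the consensus correlation of 0.676 within a slide argues against independent errors of both arrays of a slide. The counts of limma without the slide as a block take the errors as independent and would be too high. If the arrays of a slide share RNA, there are also fewer replicates than arrays. No biological explanation was tested, since the design names no difference between the slides.

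Turning the sign of the ratios of some arrays gives 8 patterns, and the real one, with 764 genes past limma's threshold, was the only 1 of 8 with as many (value 1); the others gave 0. With 8 patterns the share cannot go under 0.05, so that chance cannot be excluded in this way, and arrays that follow their slide make the patterns unequal. At an unadjusted p under 0.05 the real pattern gave 1477 genes.

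Near CC1247, CC1248, CC1249 and CC1250 passed limma's threshold for lower expression, and with the slide as a random block only CC1248 did. Sequence shared with the tile of CC1247 is argued against as their source, since 0 of the last 4 oligonucleotides of any neighbour other than CC1246 share 20 bases with it. For CC1246, which fell on slide 1 only, 4 of 4 do, so that its own change cannot be told apart from reading the same RNA. None of the neighbours of CC0035 passed limma's threshold, and 0 of their 40 oligonucleotides share 20 bases with the tile of CC0035, so that their ratios do not come from shared sequence. A shared transcript is a hypothesis not tested here.

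CC3654 rose also upstream of its start codon, by a mean log2 ratio of 3.68 (SD 0.52, n = 4 arrays) over 7 oligonucleotides against 2.18 over the 2 inside the reading frame that both channels show. Upstream minus inside was 1.49, between 0.33 and 2.95 on the arrays. The oligonucleotide at 20 to 79 is left out of this, as only a bound on 1 side can be given for it, and with it the difference could be smaller or turn. A transcript that reads into CC3654 from upstream may be the source, and for this reason it stays open.

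The spdR oligonucleotides that fell are adjacent, at 13 to 72 and 64 to 123, and those on either side stayed within 2-fold on all 4 arrays (largest log2 ratio in size 0.80). The flank is not flat further away, as all 7 oligonucleotides between -396 and -31 rose on 4 of 4 arrays, with mean log2 ratios of 0.73 to 1.46, 5 of them above 1, and the cause was not tested. The fall of only the adjacent pair is consistent with a deletion that leaves the ends of the region covered in place, a hypothesis that came from the same values. The extent of the deletion was not used here.

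Genes outside Table 1 with a site within 2 substitutions of the palindromic motif upstream of their start codon numbered 32, and their median log2 ratio was 0.0699, against -0.17 to 0.20 for the middle 95% of 10000 random lists (one-sided permutation test for lower, p = 0.720). No activation through such sites was detectable at stationary phase, but a median near 0 does not exclude it for single genes. CC3098, the normalizer of the paper's qRT-PCR, had a log2 ratio of -0.59 (limma adjusted p = 0.0218, lower on 4 of 4 arrays, and 0.136 with the slide as a random block, 0.0629 to 0.0857 with any 1 array left out, 5.95e-04 to 0.136 over the alternatives), with slide means of -0.49 and -0.69.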
